A study of Saccharomyces cerevisiae with 8 samples. Its data were reported in "Pathway connectivity and signaling coordination in the yeast stress-activated signaling network" (2014).

How the data were processed

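Transcript changes after NaCl were measured in 3 *Saccharomyces cerevisiae* strains of the W303 background, on 8 arrays. The *snf1* strain lacks *SNF1*, which encodes a protein kinase that responds to carbon source. The *cdc14-3* strain carries a temperature-sensitive allele of *CDC14*, which encodes a phosphatase needed for exit from mitosis. The *cdc14-3 snf1* strain carries both mutations. Per the labels, cells were grown in rich medium at 25 °C, shifted to 35 °C, at which *cdc14-3* is inactive, and then given 0.7 M NaCl for 30 min at 35 °C. There were 3 arrays for *snf1*, 2 for *cdc14-3* (numbered replicates 2 and 3 in the labels) and 3 for *cdc14-3 snf1*. The time at 35 °C before NaCl was 90 min for replicate 1 of *snf1* and replicate 1 of *cdc14-3 snf1*, and 2 h for the other 6 arrays. No wild-type arrays were analysed here, so no response could be set against that of wild-type cells.

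Each array compared NaCl-treated cells with unstressed cells of the same strain, each labelled with its own Oyster dye. By the study's methods the unstressed cells were collected just before NaCl was added. The treated cells were thus held at the raised temperature for longer, by the length of the NaCl treatment. The log ratios include any effect of that extra time, which may differ between strains. RNA was extracted with hot phenol, copied into amino-allyl cDNA and coupled to the dyes, and the cDNA was hybridised to whole-genome tiled arrays. The dyes were assigned the same way on all 8 arrays. A dye bias of a gene therefore enters each strain's response against 0, and it cancels in a difference between strains. The authors deposited 1 log2 ratio per feature and array, normalized by methods whose steps are not described with the files. How the probes of a tiled array were combined into 1 value per feature, and why some values are missing, is not stated. The centring of the deposited values could be read from the values themselves: each array's median was 0 to within 0.001. The direction (NaCl-treated over unstressed) is not stated with them, but follows from the lists described below, as targets of Hot1 lay above 0 and ribosomal protein genes below 0 on average on all 8 arrays. The scale stays unknown from the values, and the log base is likely rather than stated. It was taken from the study's methods and plots, and from source data of the study in which the same values appear for the cell cycle genes described below. The precision is limited by the number of arrays.

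The table held 6868 features, of which 5984 matched a locus tag in a RefSeq gene table for assembly R64. That table was used for gene symbols only; features without a symbol keep their systematic name, and no coordinates are given because the genome build behind the deposited values is not named. The number of features with a value ranged from 6165 (*cdc14-3* replicate 2) to 6776 (*cdc14-3 snf1* replicate 1). Genes with values on at least 2 arrays of every strain were tested, which left 6135. No pair of arrays held identical values: the smallest median absolute difference between 2 arrays was 0.18 on the log2 scale.

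Values were used as deposited. A linear model with 1 mean per strain was fitted to all 8 arrays in limma 3.58.1 (R 4.3.3), so that the 3 strains share 1 estimate of the spread of each gene. The 3 differences between strains, and each strain's mean response against 0, were tested with eBayes and the Benjamini-Hochberg adjustment over the genes tested, at an adjusted p of 0.05. Differences between strains are on the log2 scale with the first-named strain minus the second. Gene lists were tested with limma's rotation test fry on the same fit, over the genes with values on all arrays, and the p-values were adjusted over the 9 pairs of list and comparison. Beside each, the arrays' list means were compared by an exact permutation test, two-sided. With 2 arrays against 3 this test cannot give a p below 0.2, and with 3 against 3 it cannot give one below 0.1.

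Of the 3 lists, the first is the study's own list of cell cycle genes that rose aberrantly in *cdc14-3* cells after NaCl. The list used here has 130 genes, with the cell cycle class the study gives each. This is fewer than the study describes, for a reason that is not known. The study chose it on *cdc14-3* arrays against wild-type arrays. Its methods put that experiment at 90 min of heat, so those *cdc14-3* arrays likely do not include the 2 analysed here, which were held for 2 h, although this is not stated outright. The second is the study's list of 67 targets of Hot1, a transcription factor of the osmotic stress response. The third is the 137 genes with a cytosolic ribosomal protein symbol. The cell cycle list includes 8 core histone genes. These genes, and many ribosomal protein genes, come in near-identical copies whose probes may not be told apart.

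Genes were named by a rule: *SNF1* and *CDC14*, then *CLN1*, *CLN2*, *CLB5*, *CLB6* and *GPD1*; for *cdc14-3 snf1* against *cdc14-3* up to 5 genes in each direction with the largest difference among those with adjusted p under 0.05 and no overlap between the arrays of the strains; up to 3 in each direction for the other differences; and 3 in each direction for each strain's response, among genes past the threshold with the same sign on each of its arrays. The groups, the main tests, the lists, the alternatives listed below and this rule were fixed before the data were examined, apart from the study's source data for the cell cycle list, which had been read and hold the same arrays' values for those genes. Further tests and alternatives, named as such in the closing observations, were chosen after the data had been seen.

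The fits were tested on simulated data, with the spread and missing values of the real genes and 200 genes changed 2-fold or 4-fold, 20 times per comparison. For *cdc14-3 snf1* against *cdc14-3*, over 6135 genes, the fit recovered 42.2% of the 2-fold and 86.6% of the 4-fold changes, and 5.28% of its calls were unchanged genes. The simulated errors were independent between genes, which real ones are not. A list given a shift of 0.5 came out at 0.49 and was called by fry in 100% of the simulations of that comparison, and an unshifted list in 5% of them. The unshifted list was called in 0% for *cdc14-3 snf1* against *snf1* and in 10% for *cdc14-3* against *snf1*.

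The alternatives were: centring each array on its median, with and without bringing all arrays to one spread (median absolute deviation); other filters on missing values; robust eBayes; array weights; the 2 h arrays alone; heat time or replicate number as a term in the model; fitting only the 2 strains compared; leaving out each array in turn; a threshold of 0.025, Storey's q-values or a 1.5-fold minimum; and for the lists, camera with a preset correlation of 0.01 or an estimated one, the methods' t-test across the genes of a list (in which genes stand in for replicates), the median, and subsets of the cell cycle list.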

Results

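The NaCl response of the transcriptome was measured in yeast cells that lack the kinase Snf1 (*snf1*, 3 arrays), that carry an inactive form of the phosphatase Cdc14 at 35 °C (*cdc14-3*, 2 arrays), or both (*cdc14-3 snf1*, 3 arrays). Each array gave log2 ratios of cells treated with 0.7 M NaCl for 30 min over unstressed cells of the same strain. The log base is likely, from the study's methods and plots, and not stated with the values. The direction is not stated with them either, but it can be read from the values: on every array the Hot1 targets, which NaCl induces, averaged above 0 (0.99 to 2.12), and the ribosomal protein genes, which stress represses, below 0 (-1.56 to -0.38). The standard deviation of the log2 ratios over the features of an array ranged from 0.72 (*cdc14-3 snf1* replicate 3) to 1.10 (*snf1* replicate 1). Between 92 and 703 of the 6868 features had no value on a given array.

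The arrays differed in the time cells spent at 35 °C before NaCl, and this time is unevenly spread over the strains: *snf1* and *cdc14-3 snf1* each have 1 array at 90 min, and both *cdc14-3* arrays are at 2 h. Across the 6096 genes with values on all arrays, the 2 arrays of *cdc14-3* correlated with Pearson's r of 0.92. The 2 h arrays of *snf1* correlated with r of 0.88, and those of *cdc14-3 snf1* with r of 0.88. Replicate 1 of *cdc14-3 snf1* correlated with its own replicates 2 and 3 with r of 0.79 and 0.84, with *snf1* replicate 1, the other 90 min array, with r of 0.90, and with *snf1* replicates 2 and 3 with r of 0.80 and 0.79. *snf1* replicate 1 correlated with its own replicates 2 and 3 with r of 0.77 each. These correlations are across genes, which are not independent replicates.

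**Figure D1:**
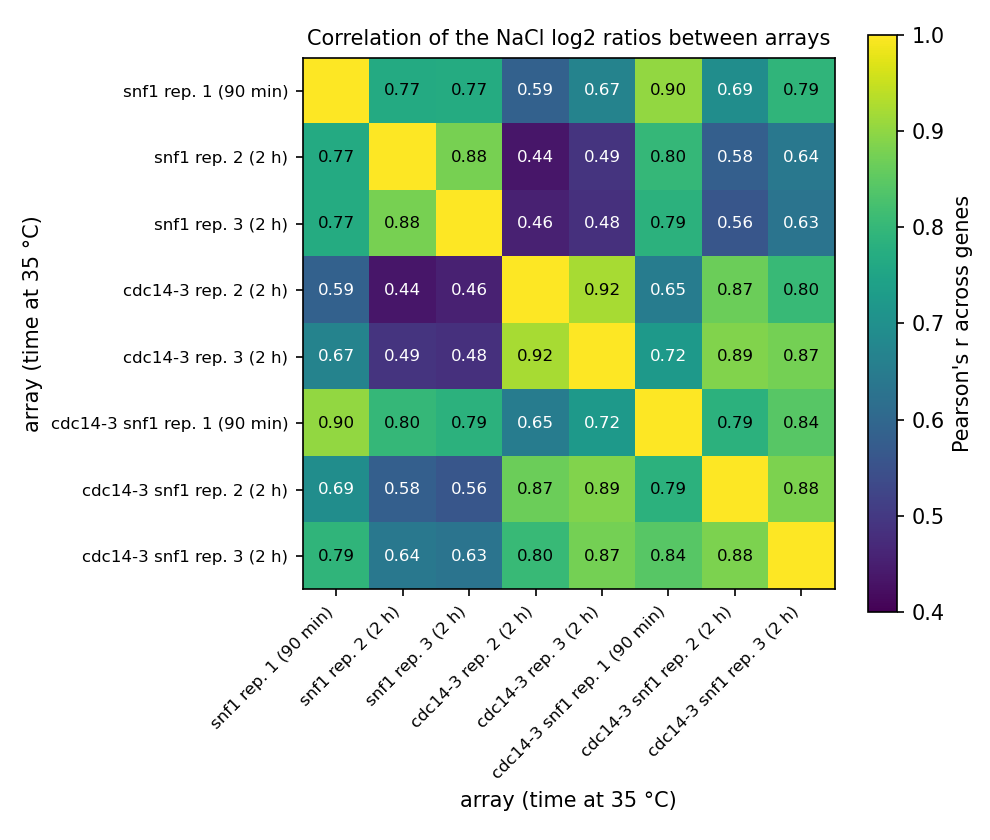
Pearson's r between each pair of the 8 arrays, across the 6096 genes with values on all of them; rows and columns are arrays, with the time at 35 °C before NaCl. The highest r between arrays of different strains, 0.90, joins the 2 arrays held at 35 °C for 90 min.

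The mutated genes were examined first. The ratio for *SNF1* (YDR477W) was 2.41 on *snf1* replicate 1 and lay between -0.43 and 0.28 on the other 7 arrays. A ratio of treated over unstressed cells within a strain does not measure the level of a transcript, so these values cannot check the deletion. The *SNF1* ratio of *cdc14-3* differed from that of neither other strain past the threshold (adjusted p in limma 0.398 against *snf1* and 0.863 against *cdc14-3 snf1*). The *CDC14* (YFR028C) ratio was 0.48 ± 0.04 (SD, n = 3) in *snf1*, -0.16 ± 0.15 (SD, n = 2) in *cdc14-3* and 0.19 ± 0.18 (SD, n = 3) in *cdc14-3 snf1*. The difference of *cdc14-3* from *snf1* was -0.64 (SE 0.19, adjusted p in limma 0.0441). This call was close to the threshold, and it was lost without *snf1* replicate 2 or 3, either *cdc14-3* array, or *cdc14-3 snf1* replicate 2 or 3 (differences of -0.75 to -0.53), with heat time as a covariate (-0.60, adjusted p in limma 0.0555), with only the 2 strains fitted (adjusted p 0.0763) and with no filter on missing values (adjusted p 0.0527).

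Each strain responded broadly to NaCl. Of 6135 genes tested, limma called 3148 in *snf1* (1490 higher after NaCl and 1658 lower), 2472 in *cdc14-3* (1123 higher and 1349 lower) and 2828 in *cdc14-3 snf1* (1265 higher and 1563 lower). The count for *cdc14-3* rests on 2 arrays, and it moved most when either was left out: limma called 919 genes without replicate 2 and 1199 without replicate 3. The largest mean rises in *snf1* were those of *MPC3* (YGR243W) at 6.80 ± 0.68, *STL1* (YDR536W) at 6.43 ± 0.60 and *BTN2* (YGR142W) at 4.88 ± 0.30 (SD, n = 3). In *cdc14-3* they were *STL1* at 7.50 ± 0.01, *TKL2* (YBR117C) at 6.68 ± 0.00017 and *HXT5* (YHR096C) at 6.56 ± 0.01 (SD, n = 2). In *cdc14-3 snf1* they were *STL1* at 6.73 ± 0.60, *MPC3* at 5.14 ± 1.13 and *FMP48* (YGR052W) at 4.29 ± 0.80 (SD, n = 3). The deepest mean falls were those of *BSC1* (YDL037C), *PRM7* (YDL039C) and YOR338W in *snf1*, at -4.56 ± 0.68, -2.70 ± 0.96 and -2.29 ± 0.25 (SD, n = 3). In *cdc14-3* they were *AAH1* (YNL141W), *PHO3* (YBR092C) and *MAE1* (YKL029C), at -4.23 ± 0.26, -3.50 ± 0.15 and -3.39 ± 0.20 (SD, n = 2). In *cdc14-3 snf1* they were *AAH1*, *MAE1* and *BSC1*, at -2.97 ± 0.63, -2.92 ± 0.91 and -2.62 ± 1.15 (SD, n = 3). The adjusted p of these responses in limma lay between 2.01e-06 and 0.000696. *GPD1* (YDL022W), which encodes an enzyme of glycerol synthesis, rose by a similar amount in the 3 strains: 3.53 ± 0.66 in *snf1* (SD, n = 3), 3.55 ± 0.08 in *cdc14-3* (SD, n = 2) and 3.50 ± 0.21 in *cdc14-3 snf1* (SD, n = 3).

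The main question of the series was whether the abnormal rise of cell cycle genes in *cdc14-3* cells after NaCl depends on *SNF1*. Gene by gene, the comparison of *cdc14-3 snf1* with *cdc14-3* gave few calls. Limma called 3 of 6135 genes, all with a lower ratio in *cdc14-3 snf1*, and 676 genes had an unadjusted p under 0.05. *FMP16* (YDR070C) had a ratio of 5.47 ± 0.26 (SD, n = 2) in *cdc14-3* and 1.83 ± 0.74 (SD, n = 3) in *cdc14-3 snf1*, a difference of -3.64 (SE 0.46, adjusted p in limma 0.0424). The ratio of *CHA1* (YCL064C) was 2.66 ± 0.13 (SD, n = 2) in *cdc14-3* against 0.11 ± 0.56 (SD, n = 3), and that of *DIC1* (YLR348C) was 1.59 ± 0.15 (SD, n = 2) against 0.06 ± 0.07 (SD, n = 3). Their differences were -2.55 (SE 0.31) and -1.53 (SE 0.20), each with an adjusted p of 0.0424 in limma. These calls sit close to the threshold: none of the 3 genes was called when either *cdc14-3* array, *snf1* replicate 2 or 3, or *cdc14-3 snf1* replicate 1 or 3 was left out, or when genes were not filtered on missing values (adjusted p in limma 0.0996 each). The count depended most on the weighting of arrays. Under array weights limma called 272 genes, which included these 3, and the directions were then less one-sided, with 82 higher and 190 lower in *cdc14-3 snf1*. On the 2 h arrays alone (2 per strain), limma called 44 genes, 41 of them lower in *cdc14-3 snf1*, and these included the 3 genes above. The arrays of the strains did not overlap for 35.8% of 6118 genes, where chance gives 20%.

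The cell cycle list differed between these strains. Its mean log2 ratio over 130 genes was 0.99 ± 0.03 (SD, n = 2) in *cdc14-3* and 0.34 ± 0.28 (SD, n = 3) in *cdc14-3 snf1*, a difference of -0.65 (adjusted p 0.014 by fry in limma). It was lower on each of the 3 *cdc14-3 snf1* arrays than on both *cdc14-3* arrays. The exact permutation test of the array means gave p = 0.2, the smallest this design allows. The median difference over the list was -0.50, and 116 of its genes had a lower ratio in *cdc14-3 snf1*. Among the 2 h arrays alone the list mean was 0.99 ± 0.03 (SD, n = 2) in *cdc14-3* and 0.50 ± 0.06 (SD, n = 2) in *cdc14-3 snf1*, a difference of -0.49 (adjusted p 0.000487 by fry in limma). The 90 min array of *cdc14-3 snf1* had a list mean of 0.02, and no *cdc14-3* array at 90 min was analysed here. With all arrays but 1, the fry test in limma passed the threshold except without *cdc14-3* replicate 2 (difference -0.63, adjusted p 0.0933), *cdc14-3* replicate 3 (-0.68, adjusted p 0.0789) or *snf1* replicate 2 (-0.65, adjusted p 0.0531). Over all the alternatives, other set tests included, the adjusted p ranged from 1.73e-21 to 0.0933. No gene of the list was called over all genes tested, and 35 were called when adjusted over the list alone, all lower in *cdc14-3 snf1*. By the heat time in the study's methods, the *cdc14-3* arrays on which it chose the list were held at 35 °C for 90 min, so the 2 h arrays analysed here were likely not among them. If they were, the count over the list alone is not independent evidence, and the mean of *cdc14-3* is raised by that choice.

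**Figure D2:**
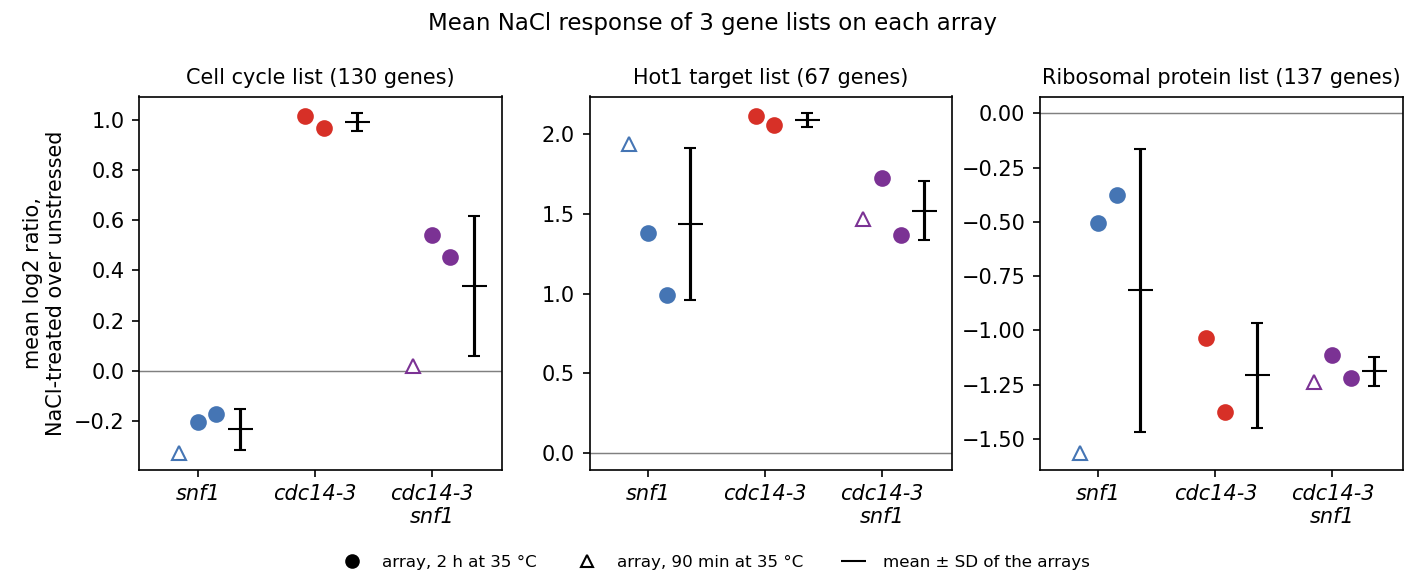
Mean log2 ratio (NaCl-treated over unstressed) over the genes of 3 lists, for each array of the 3 strains; filled circles are arrays of cells held at 35 °C for 2 h, open triangles those held for 90 min, and bars give mean ± SD over the arrays of a strain. For the cell cycle list, the *cdc14-3 snf1* arrays lie between 0.02 and 0.54, below both *cdc14-3* arrays (0.97 and 1.01) and above the *snf1* arrays (-0.33 to -0.17).

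By cell cycle class, the 89 genes of class G1 had a mean of 1.14 ± 0.00017 (SD, n = 2) in *cdc14-3* and 0.44 ± 0.27 (SD, n = 3) in *cdc14-3 snf1*. The 19 genes of class S had 0.98 ± 0.12 (SD, n = 2) and 0.04 ± 0.49 (SD, n = 3). The difference passed the threshold for the G1 genes and not for the S genes (-0.94, adjusted p 0.0911 by fry in limma); whether the classes differ was not tested. The other 22 genes were 9 of class S/G2, 9 of class M/G1 and 4 of class G2/M.

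Of the 4 cyclin genes, *CLB6* (YGR109C) had the largest ratio in *cdc14-3*, 4.97 ± 0.15 (SD, n = 2), against 2.71 ± 1.49 (SD, n = 3) in *cdc14-3 snf1*. *CLN1* (YMR199W) had 1.51 ± 0.23 (SD, n = 2) against -0.09 ± 0.67 (SD, n = 3), *CLN2* (YPL256C) 1.20 ± 0.06 (SD, n = 2) against -0.31 ± 0.84 (SD, n = 3), and *CLB5* (YPR120C) 1.83 ± 0.10 (SD, n = 2) against 0.82 ± 0.34 (SD, n = 3). Each was lower on all 3 *cdc14-3 snf1* arrays than on both *cdc14-3* arrays, and none of the 4 differences passed the threshold over all genes (adjusted p in limma 0.108 to 0.249). Among the 2 h arrays alone the difference in *CLB6* was -1.42 and passed it (adjusted p in limma 0.047), while those of *CLN1*, *CLN2* and *CLB5* were -1.21, -1.03 and -0.81 and did not (adjusted p 0.0517, 0.0592 and 0.0806). With array weights all 4 passed (adjusted p in limma 0.0105 to 0.0398). Much of the spread in *cdc14-3 snf1* came from its 90 min array, on which the *CLB6* ratio was 1.01 against 3.79 and 3.32 on the 2 h arrays.

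**Figure D3:**
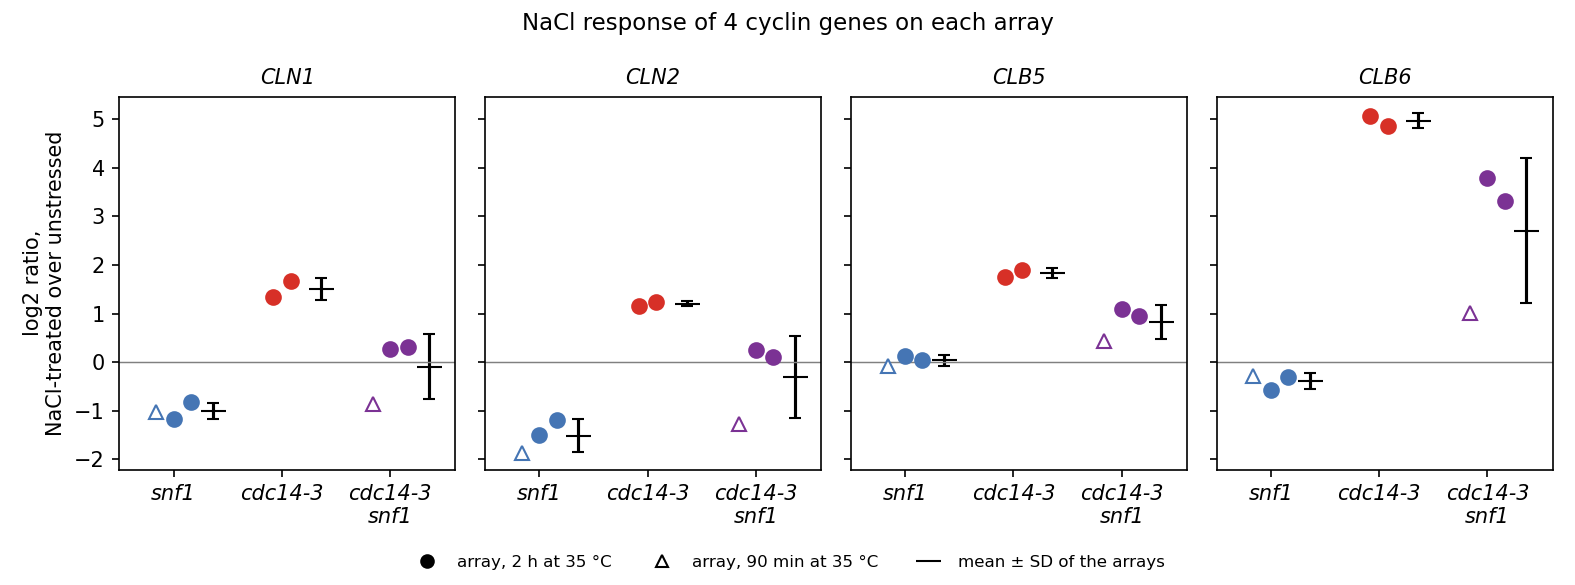
Log2 ratios (NaCl-treated over unstressed) of the cyclin genes *CLN1*, *CLN2*, *CLB5* and *CLB6* on each array of the 3 strains; filled circles are arrays of cells held at 35 °C for 2 h, open triangles those held for 90 min, and bars give mean ± SD over the arrays of a strain. On the 2 h arrays of *cdc14-3 snf1* each gene lies between the *snf1* and the *cdc14-3* arrays, and on its 90 min array *CLN1* and *CLN2* lie among the *snf1* arrays, while *CLB5* (0.44) and *CLB6* (1.01) lie above all 3 of them.

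The comparison of *cdc14-3 snf1* with *snf1* asks how inactivation of Cdc14 changes the response of cells without Snf1. Limma called 0 of 6135 genes at an adjusted p under 0.05 (the smallest was 0.0574), while 1137 genes had an unadjusted p under 0.05. Array weights and the 2 h arrays changed this count most. With array weights limma called 1657 genes. Among the 2 h arrays it called 1382, of which 600 were higher in *cdc14-3 snf1* and 782 lower. Leaving out 1 array at a time gave 731 genes without *snf1* replicate 1, 257 without *cdc14-3 snf1* replicate 1 and 1 without *cdc14-3 snf1* replicate 3 (YIL060W, named after its value was seen). The arrays of the strains did not overlap for 19.0% of 6096 genes, where chance gives 10%. The cell cycle list averaged -0.23 ± 0.08 (SD, n = 3) in *snf1*, so the list of *cdc14-3 snf1* was higher by 0.57 (adjusted p 0.014 by fry in limma), on 3 of 3 arrays. The exact permutation test of the array means gave p = 0.1, the smallest this design allows. The difference among the 2 h arrays was 0.68 (adjusted p 0.000371 by fry in limma). At 90 min the list mean was -0.33 in *snf1* and 0.02 in *cdc14-3 snf1*, with 1 array each. The test with all arrays was close to the threshold: the adjusted p over all the alternatives, other set tests included, ranged from 3.28e-21 to 0.244 (class S genes alone), and it rose to between 0.0523 and 0.0607 without *snf1* replicate 2, either *cdc14-3* array, or *cdc14-3 snf1* replicate 2 or 3. No gene of the list was called over all genes tested and 56 were called when adjusted over the list alone, 54 of them higher in *cdc14-3 snf1*.

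The single mutants differed most. Comparing *cdc14-3* with *snf1*, limma called 1161 genes, 536 with a higher ratio in *cdc14-3* and 625 with a lower one. The count was 2278 among the 2 h arrays, which included 1139 of the 1161, and 0 without *cdc14-3* replicate 2 (2548 with array weights). Without *cdc14-3* replicate 3 it was 268, without *snf1* replicate 2 it was 478, without *snf1* replicate 3 it was 766 and without *snf1* replicate 1 it was 1911. Where a *cdc14-3* array was left out, a gene needed only 1 value in that strain to be tested, so the genes tested could change as well. The arrays of the strains did not overlap for 52.2% of 6102 genes, where chance gives 20%. The genes with the largest higher ratios in *cdc14-3* were *TOS6* (YNL300W), with a difference of 6.73 (SE 0.93), *CLB6* with 5.36 (SE 0.65) and *SIP18* (YMR175W) with 4.44 (SE 0.70). The largest lower ratios were those of *BTN2* with -5.36 (SE 0.66), *HXT4* (YHR092C) with -3.96 (SE 0.57) and *MTH1* (YDR277C) with -3.93 (SE 0.60). The adjusted p of these 6 genes in limma lay between 0.00435 and 0.00614, and each rose above 0.05 without *cdc14-3* replicate 2. *BTN2*, *HXT4* and *MTH1* rose after NaCl in *snf1* (4.88 ± 0.30, 2.25 ± 0.46 and 2.34 ± 0.56, SD, n = 3), and in *cdc14-3* their ratios were -0.49 ± 0.16, -1.71 ± 0.37 and -1.59 ± 0.27 (SD, n = 2). The cell cycle list was 1.22 higher in *cdc14-3* than in *snf1* (adjusted p 0.0021 by fry in limma). Both *cdc14-3* arrays lay above all 3 *snf1* arrays (exact permutation p = 0.2, the smallest this design allows). The difference among the 2 h arrays was 1.18. Of the list, 77 genes were called over all genes tested and 91 when adjusted over the list alone.

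The Hot1 targets and the ribosomal protein genes served as lists that rise and fall after NaCl. The mean ratio of the 67 Hot1 targets was 1.44 ± 0.48 in *snf1* (SD, n = 3), 2.09 ± 0.04 in *cdc14-3* (SD, n = 2) and 1.52 ± 0.19 in *cdc14-3 snf1* (SD, n = 3). That of the 137 ribosomal protein genes was -0.82 ± 0.65, -1.21 ± 0.24 and -1.19 ± 0.07 in the same order and with the same numbers of arrays. Neither list differed between strains past the threshold in any of the 3 comparisons with all arrays (adjusted p 0.137 to 0.961 by fry in limma). For Hot1 targets the differences were -0.57 for *cdc14-3 snf1* against *cdc14-3*, 0.08 against *snf1*, and 0.65 for *cdc14-3* against *snf1*. For ribosomal protein genes they were 0.02, -0.37 and -0.39. The first of these changed sign, to -0.04, when the arrays were brought to one spread. The calls in both lists depended on the arrays used. Among the 2 h arrays the Hot1 targets were 0.90 higher in *cdc14-3* than in *snf1*, and the ribosomal protein genes were lower in *cdc14-3 snf1* and in *cdc14-3* than in *snf1*, with differences of -0.72 and -0.77. Each of these 3 had an adjusted p of 0.0209 by fry in limma. *snf1* replicate 1, at 90 min, had a ribosomal protein mean of -1.56, against -0.51 and -0.38 for replicates 2 and 3. Without that array alone the same 3 differences passed the threshold, at 0.90, -0.75 and -0.77, and the difference of the Hot1 targets between *cdc14-3 snf1* and *cdc14-3* passed it too (-0.57, adjusted p 0.0393 by fry in limma). With all arrays and heat time as a covariate none of these 4 passed: the 3 were 0.76, -0.37 and -0.59 (adjusted p 0.15, 0.322 and 0.213 by fry in limma), and the fourth was -0.68 (adjusted p 0.168). By camera with a preset correlation of 0.01, 2 Hot1 and 2 ribosomal protein differences were called that neither fry nor camera with an estimated correlation called with all arrays. The 3 differences of the cell cycle list were called by all 3 of these tests. With an estimated correlation they were only just called, each with an adjusted p of 0.0494 by camera.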

Values the study reported

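The study described 131 cell cycle genes that were aberrantly induced in *cdc14-3* cells after NaCl, and plotted the average response of 67 Hot1 targets. For *cdc14-3* cells compared with their own wild type, it counted 929 genes with a defect in the NaCl response and 346 genes with an amplified response.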

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

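The tests of the 2 replicate 1 arrays in this part, of the heat-time shift of the ribosomal protein list and of that of the cell cycle list at one spread were chosen after the results had been seen. The 2 h arrays alone, the heat-time shift of the cell cycle list, and for the differences between strains one spread and the list without histone genes, were planned before, although what the first 2 say of the heat time as a cause was worded after.

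The response of the cell cycle list to NaCl differed between each pair of strains, by -0.65 for *cdc14-3 snf1* against *cdc14-3*, 0.57 for *cdc14-3 snf1* against *snf1* and 1.22 for *cdc14-3* against *snf1*. The heat time as the whole source of these differences is argued against by the 2 h arrays, where they were -0.49, 0.68 and 1.18, each past the threshold of the fry test. Unequal spread of the log ratios between arrays is argued against in the same way: with all arrays at one spread they were -0.63, 0.59 and 1.22. Without the 8 core histone genes, whose copies may share probes, they were -0.60, 0.53 and 1.13, so these genes do not account for them.

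What stays open for the comparisons with *cdc14-3* is the choice of the list, which the study picked for its rise in that strain. If these 2 arrays had entered that choice, chance would have raised their list means. The heat times go against this: the study's methods put the arrays behind the list at 90 min, and both *cdc14-3* arrays here were held for 2 h. That is not stated outright, and no value here tests it. The comparison of *cdc14-3 snf1* with *snf1* uses no *cdc14-3* array for its means. As a hypothesis, its difference of 0.57 (0.68 on the 2 h arrays) may reflect the *cdc14-3* mutation acting in the absence of Snf1. Only part of the rise would then depend on Snf1. The study reports M-phase arrest of the strain with the phosphatase mutation alone, with lowered transcripts of other cell cycle phases before NaCl. A lower starting level could raise the ratios of *cdc14-3* and *cdc14-3 snf1* over those of *snf1*, and no value here measures starting levels. The arrest thus stays open as a source of both strains' differences from *snf1*. A wrong label of *cdc14-3 snf1* replicate 1 would make the difference of *cdc14-3 snf1* from *snf1* too small (0.73 without the array). It would make the difference of *cdc14-3 snf1* from *cdc14-3* too large (-0.65 with the array and -0.49 without it).

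The shift of the cell cycle list between the heat times was larger in *cdc14-3 snf1* than in *snf1* on these arrays, with 1 array per strain at 90 min. In *cdc14-3 snf1* the list mean was 0.02 on the 90 min array and 0.50 on the 2 h arrays, and in *snf1* it was -0.33 and -0.19. The difference of these shifts was 0.34 (p 0.00726 by fry in limma). This p assumes that the 90 min arrays vary like the 2 h arrays, since their own spread was not measured, and so cannot show that the strains differ. A shift that the replicate 1 arrays of both strains share, from the heat time or from a batch, would give a difference of 0, but with 1 array each it stays open. With the arrays at one spread the difference grew to 0.50 (p 2.53e-05 by fry in limma, under the same assumption). Array-wide scale as the source would have made the difference smaller, so on these arrays its growth argues against that source. Whether the strains differ stays open, with 1 array each at 90 min. No single gene passed the threshold for a difference of shifts in limma (0 of 6096 at adjusted p under 0.05, 1252 at unadjusted p under 0.05). The pattern rests on 1 array, *cdc14-3 snf1* replicate 1, which also correlated more with *snf1* replicate 1 (r = 0.90) than with its own replicates (0.79 and 0.84). A *snf1* culture under a wrong label could give both, and so could a likeness of the 2 arrays at 90 min. The array correlated with *snf1* replicates 2 and 3 at 0.80 and 0.79, about as with its own replicates. *snf1* replicate 1 also stands apart, with 0.77 to each of its own replicates, and 0.69 and 0.79 to *cdc14-3 snf1* replicates 2 and 3. The other *cdc14-3 snf1* arrays correlated with *cdc14-3* replicate 3 about as with their own strain. Replicate 2 had 0.89, against 0.79 and 0.88 with its own replicates 1 and 3. Replicate 3 had 0.87, against 0.84 and 0.88 with its own replicates 1 and 2. A high r with another strain is therefore not by itself a sign of a wrong label. Between the heat times limma called 377 of 6096 genes in *snf1* and 0 in *cdc14-3 snf1* (1846 and 870 at unadjusted p under 0.05), with 1 array at 90 min in each. Each array was placed on a line from *snf1* at 0 to *cdc14-3* at 1, on genes that differ by more than 1 between the ends, with the ends taken from other arrays. The array in question lay at 0.36 on genes outside the list, with the *snf1* arrays at 0.33, 0.05 and 0.17, and the other *cdc14-3 snf1* arrays at 0.74 and 0.57. On the genes of the list it lay at 0.15, with the *snf1* arrays at -0.11, -0.02 and 0.08. It was thus the highest of these 4 on both sets, but inside the 95% prediction range of the 3 *snf1* arrays (-0.49 to 0.46 on the list). With 3 such arrays the range is too wide to decide, and both strains lack *SNF1*, so that gene gives no marker. Gene by gene the values point both ways. Of 6096 genes, 3.12% lay outside the 95% prediction range of the *snf1* arrays, no more than the 5% that another *snf1* array would give, against 8.94% and 6.74% on replicates 2 and 3. Of the 130 list genes 15 lay outside it (11.5%), 14 of them above, against 42 and 31 on replicates 2 and 3. Among the cyclin genes, *CLB6* lay above its range at 1.01 (-1.19 to 0.41), which goes against a wrong label, and *CLN1*, *CLN2* and *CLB5* (-0.87, -1.28 and 0.44) lay inside theirs. Genes on 1 array are not independent, and a shift of that array moves many of the list together, so a wrong label stays open. An exchange of the replicate 1 arrays between the strains stays open too. *snf1* replicate 1 lay at -0.11 on the list, but the rise in *cdc14-3 snf1* is clear only on its 2 h arrays (0.65 and 0.51), so a 90 min array of that strain could lie as low, and outside the list the 2 arrays lie close together. A mixture of *cdc14-3 snf1* with *snf1* material would lie between the strains, as 0.15 does, and cannot be told apart from a strain that needs longer than 90 min at 35 °C to show the *cdc14-3* response, because 1 array gives only 1 such position. That biological explanation was not tested, as no *cdc14-3* array at 90 min was analysed here. The study reports that the list genes rose aberrantly in the strain with the phosphatase mutation alone, and its methods put that at the shorter heat time. A slow response would thus have to be particular to *cdc14-3 snf1*, and not a property of the *cdc14-3* mutation alone.

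For the ribosomal protein list the 2 h minus 90 min shift was 1.12 in *snf1* and 0.07 in *cdc14-3 snf1*, and their difference was -1.05 (p 0.0221 by fry in limma, adjusted 0.0331 over 3 lists). As above, this p assumes that the lone 90 min array of each strain varies like the 2 h arrays. The source is *snf1* replicate 1, on which these genes fell more (-1.56) than on replicates 2 and 3 (-0.51 and -0.38). This array also had the widest spread of all 8 (SD 1.10). With the arrays at one spread it had -1.15 against -0.48 and -0.42, a difference of -0.70 from their mean that is larger than the distance between them, so scale alone does not account for it. The difference of shifts then became -0.90 and no longer passed (p 0.057 by fry in limma). A shift common to the replicate 1 arrays of both strains therefore stays open, because the test against it depends on the scaling and on that assumption, and so does a fault of this one array. A slower return of ribosomal protein transcripts in some cultures is a further possibility that these arrays could not test.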

How the results depend on the processing

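One set of alternatives was chosen after the data were seen: a common spread, and leaving out arrays, for the difference of the heat-time shifts of the cell cycle list. It stayed past the threshold under each of them, between 0.29 and 0.50, in tests that assume the lone 90 min array of each strain to vary like the others.

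The number of genes responding to NaCl stayed within 1.5 times the reported count under every alternative run, except that for *cdc14-3* it was 919 without its replicate 2 and 1199 without its replicate 3 (range over arrays left out 919 to 2919). A strain left with 1 array was assumed to vary like the others. A gene then needed only 1 value in that strain to be tested, so the genes tested could change as well.

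The counts of genes that differ between strains depended strongly on the processing. For *cdc14-3 snf1* against *cdc14-3*, limma called 3 genes as reported (0 higher and 3 lower). It called 51 with the arrays at one spread (6 higher and 45 lower), 0 without a filter on missing values, 272 with array weights (82 higher and 190 lower), 44 on the 2 h arrays (3 higher and 41 lower), 13 with heat time as a covariate, 25 with only the 2 strains fitted, 0 at an adjusted p under 0.025 and 12 by Storey's q-values. With 1 array left out the count ranged from 0 to 75: it was 75 without *snf1* replicate 1, 24 without *cdc14-3 snf1* replicate 2, and 0 without any one of the other 6. Beside these counts of 0, 676 genes had an unadjusted p under 0.05 in the reported fit. For *cdc14-3 snf1* against *snf1*, where the reported count was 0, limma called 1657 genes with array weights, 1382 on the 2 h arrays, 110 with heat time as a covariate and 11 by Storey's q-values. Leaving out 1 array gave 0 to 731, with 731 without *snf1* replicate 1, 257 without *cdc14-3 snf1* replicate 1 and 1 without *cdc14-3 snf1* replicate 3. For *cdc14-3* against *snf1*, against 1161 reported, it called 2548 with array weights, 2278 on the 2 h arrays, 668 at an adjusted p under 0.025 and 1872 by Storey's q-values. Leaving out 1 array gave 0 to 1911: 0 without *cdc14-3* replicate 2, 268 without *cdc14-3* replicate 3, 478 without *snf1* replicate 2, 766 without *snf1* replicate 3 and 1911 without *snf1* replicate 1. Array weights gave *snf1* replicate 1 a weight of 0.21 and *cdc14-3 snf1* replicate 1 a weight of 0.48, the lowest of the 8. This setting thus takes weight from the 90 min arrays, which the 2 h setting leaves out. It gave the highest weight, 3.20, to *cdc14-3 snf1* replicate 3, against 0.94 for replicate 2 of that strain. With array weights the comparisons of *cdc14-3 snf1* therefore lean on that 1 array. The cause of the changes was not tested.

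The simulated data at the size of the 2 h arrays made calls: for *cdc14-3 snf1* against *cdc14-3*, over 6096 genes, 52.0% of 2-fold changes were recovered. At that size an unshifted list was called by fry in 10% of the 20 simulations of each comparison.

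The replicate numbers could not be shown to pair the arrays. Of 7 pairs of same-numbered arrays, the deviations from the strain means correlated across genes at 0.16 (replicate 1), at 0.02, 0.04 and 0.26 (replicate 2), and at -0.21, 0.20 and 0.09 (replicate 3). The arrays were treated as unpaired because these were not all above 0.1, and a likeness of the replicate 1 arrays is not excluded by this. With the replicate number as a block, limma called 2 genes for *cdc14-3 snf1* against *cdc14-3*, 10 for *cdc14-3 snf1* against *snf1* and 891 for *cdc14-3* against *snf1*, and the list differences kept their direction and their side of the threshold. Of the 2 genes, *CHA1* is 1 of the 3 reported, and *SVS1* (YPL163C; named after its value was seen) is not. *FMP16* and *DIC1* were not called under the block (adjusted p in limma 0.0774 each), nor was *CDC14* in *cdc14-3* against *snf1* (adjusted p 0.0817).

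The cell cycle list kept its direction in all 3 comparisons under every alternative run. For *cdc14-3* against *snf1* it also stayed past the threshold, between 1.18 and 1.25 with 1 array left out. For *cdc14-3 snf1* against *cdc14-3* the test no longer passed with only the 2 strains fitted (-0.65, 5 arrays) or on the S class genes (-0.94, 19 genes). With 1 array left out the difference ranged from -0.75 to -0.49, and it did not pass without *cdc14-3* replicate 2 (-0.63), *cdc14-3* replicate 3 (-0.68) or *snf1* replicate 2 (-0.65). For *cdc14-3 snf1* against *snf1* it no longer passed with only the 2 strains fitted (0.57) or on the S class genes (0.57). With 1 array left out it ranged from 0.47 to 0.73, and it did not pass without *snf1* replicate 2 (0.59), *cdc14-3* replicate 2 or 3 (0.57 each), or *cdc14-3 snf1* replicate 2 (0.47) or 3 (0.51). Where an array of a strain outside the comparison was left out, the difference itself was the same and only the estimate of the spread changed.

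The Hot1 targets and ribosomal protein genes passed the threshold only under some alternatives. For Hot1 targets, *cdc14-3 snf1* against *cdc14-3* passed with array weights (-0.64), and by camera with a correlation of 0.01 and the t-test across genes (both -0.57); with 1 array left out it ranged from -0.67 to -0.49, and passed without *snf1* replicate 1 (-0.57). *cdc14-3* against *snf1* passed at one spread (0.86), with array weights (0.78), on the 2 h arrays (0.90), and by the same 2 tests (both 0.65); with 1 array left out it ranged from 0.43 to 0.90, and passed without *snf1* replicate 1 (0.90). *cdc14-3 snf1* against *snf1* changed sign without *snf1* replicate 3 (-0.14) or *cdc14-3 snf1* replicate 2 (-0.02), in a range of -0.14 to 0.33. For ribosomal protein genes, *cdc14-3 snf1* against *snf1* passed with array weights (-0.65), on the 2 h arrays (-0.72), and by the same 2 tests (both -0.37); with 1 array left out it ranged from -0.75 to -0.15, and passed without *snf1* replicate 1 (-0.75). *cdc14-3* against *snf1* passed with array weights (-0.66), on the 2 h arrays (-0.77), and by the same 2 tests (both -0.39); with 1 array left out it ranged from -0.77 to -0.17, and passed without *snf1* replicate 1 (-0.77). *cdc14-3 snf1* against *cdc14-3* changed sign at one spread (-0.041), without *cdc14-3* replicate 3 (-0.15) and without *cdc14-3 snf1* replicate 2 (-0.02), in a range of -0.15 to 0.19. The t-test across genes and camera with a preset correlation treat genes as nearly independent; the cause of the other changes was not tested.

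For the genes named, 545 of the values under an alternative kept their direction and their side of the threshold, 39 lost the threshold, 5 gained it and 5 changed sign. Of the sign changes, 3 are of *GPD1* in *cdc14-3 snf1* against *cdc14-3*: 0.11 at one spread, 1e-04 without *cdc14-3* replicate 2 and 0.054 without *cdc14-3 snf1* replicate 3, against -0.06 as reported. The other 2 are of *SNF1* in *cdc14-3* against *snf1*, which was -0.87 as reported and 0.059 both on the 2 h arrays and without *snf1* replicate 1, in a range of -1.36 to 0.059 with 1 array left out. No signal over background was analysed here, so what weak signal limits could not be examined.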

Other observations

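The test of the retained share and the count of splits in this part were chosen after the data had been seen.

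The fall of the cell cycle list in *cdc14-3 snf1* relative to *cdc14-3* may be shared by other genes with a higher ratio in *cdc14-3* than in *snf1*. Genes with a ratio over 1 higher in *cdc14-3* than in *snf1* on one replicate number were followed on the 2 h arrays of the other number, where the excess of *cdc14-3* over *snf1* was set to 100%. On the replicate 2 arrays, *cdc14-3 snf1* retained 64.7% of the excess over the 64 such genes of the list and 65.4% over 356 genes outside it. On the replicate 3 arrays it retained 51.2% over 67 list genes and 50.1% over 509 others. The list minus the other genes averaged 0.22 percentage points over the 2 numbers, while the list itself moved from 64.7% to 51.2% between them. A loss that spares other genes would have shown a smaller share in the list. These values are in line with deletion of *SNF1* reducing the excess by a like share in the list and in the other genes that were higher in *cdc14-3*. If the study chose the list on these *cdc14-3* arrays, which the heat times in its methods go against, the excess of the list is overstated and its retained share understated. The reference here is *snf1*, not wild type, so genes that respond differently in *snf1* for reasons of their own are included. Any effect of the M-phase arrest on transcript levels before NaCl is included too. The like share does not extend to genes with a ratio over 1 lower in *cdc14-3*, which retained 82.7% (618 genes, replicate 2) and 65.4% (713 genes, replicate 3) of their difference. With both directions together, on a line from *snf1* at 0 to *cdc14-3* at 1, the other genes lay at 0.74 and 0.57 on the *cdc14-3 snf1* arrays and the list at 0.65 and 0.51, so on both arrays the list retained less than the other genes did. Whether this exceeds chance was not tested. This is a hypothesis from 2 arrays per strain, and array-level effects on *snf1* enter both the numerator and the denominator.

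For *cdc14-3 snf1* against *snf1*, limma called 0 genes at an adjusted p under 0.05, and no split of the arrays can give fewer. A count of calls therefore cannot set the real split above the others, and a false split gave 1 call. By unadjusted p under 0.05 the real split gave 1137 genes, the largest number of the 10 splits of the 6 arrays into 3 and 3: only 1 of the 10, the real one, gave as many. The next was the split that exchanges the 90 min arrays of the strains, with 1000. Chance cannot be excluded, because with 10 splits the share can never fall below 0.1.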
